# CircRNA Expression Profiles and the Potential Role of CircZFP644 in Mice With Severe Acute Pancreatitis via Sponging miR-21-3p

**DOI:** 10.3389/fgene.2020.00206

**Published:** 2020-03-12

**Authors:** Yi Yang, Jiandong Ren, Qilin Huang, Jun Wu, Xiaohui Yuan, Wen Jiang, Yi Wen, Lijun Tang, Hongyu Sun

**Keywords:** circRNA, severe acute pancreatitis, RNA-seq, CircZFP644, ceRNA, miRNA, miR-21

## Abstract

Severe acute pancreatitis (SAP) is the most serious type of pancreatitis with high morbidity and mortality. The underlying mechanism behind SAP pathogenesis is complex and remains elusive. Circular RNAs (circRNAs) are emerging as vital regulators of gene expression in various diseases by sponging microRNAs (miRNAs). However, the roles of circRNAs in the pathophysiology of SAP remain unknown. In the present study, next-generation RNA sequencing was utilized to identify circRNA transcripts in the pancreatic tissues from three SAP mice and three matched normal tissues. The differentially expressed circRNAs were confirmed by real-time PCR, and the biological functions of their interaction with miRNAs and mRNAs were analyzed. Our results demonstrate that 56 circRNAs were differentially expressed in SAP mice compared with normal controls. Six differentially expressed circRNAs were confirmed with the sequencing data. Importantly, we characterized a significantly downregulated circRNA derived from the ZFP664 gene in SAP. CircZFP644 was found to be negatively correlated with miR-21-3p, with a perfectly matched binding sequence to miR-21-3p. In conclusion, CircZFP644 may play an important role in the pathogenesis of SAP through sponging miR-21-3p. Our findings may provide novel insights regarding the workings of the pathophysiological mechanism of SAP and offer novel targets for SAP.

## Introduction

Acute pancreatitis (AP) is a common inflammatory disorder of the pancreas with high morbidity and mortality (Peery et al., 2019). Approximately 20% of patients with AP develop severe acute pancreatitis (SAP) characterized by extensive pancreatic necrosis and multiple organ failure, resulting in mortality rates as high as 30% (Forsmark et al., 2016). Unfortunately, the pathophysiology of SAP is complex and remains elusive. Therefore, it is critical to address the biological processes and molecular mechanisms underlying the development and progression of SAP so that novel preventive or therapeutic strategies can be created.

Non-coding RNAs (ncRNAs), such as microRNAs (miRNAs) and circular RNAs (circRNAs), have emerged as vital regulators of gene expression under multiple physiological and pathological conditions (Beermann et al., 2016). Among them, miRNAs are the most widely characterized and studied. A body of evidence indicates that altered expression of miRNAs is implicated in the pathogenesis of AP in animal models and human specimens (Xiang et al., 2017; Yang et al., 2019). Furthermore, functional studies also confirm that knockdown of certain miRNAs (e.g., miR-21) can be conducive to the reduction of damage caused by SAP (Ma et al., 2015; Li et al., 2018a). Although the roles of miRNAs have been well characterized, the precise mechanisms of miRNAs in SAP remain largely unexplored.

There has recently been great interest in circRNAs, which are a novel class of ncRNAs. CircRNAs are characterized by forming covalently closed loop structures through backsplicing or exon-skipping events (Chen and Zhao, 2018). They possess stability that is higher than that of linear RNA, as well as tissue or developmental-stage specific expression patterns. To date, numerous circRNAs have been identified in different tissues and diseases by RNA sequencing (RNA-seq), including normal pancreas tissue and in diabetes mellitus (Xu et al., 2017; Stoll et al., 2018). Notably, circRNAs can function as miRNA sponges to regulate the expression of miRNA and its target genes through the competing endogenous RNA (ceRNA) network (Han et al., 2018). Increasing evidence has revealed that circRNA-associated ceRNA networks play important roles in a variety of diseases, such as cancer, heart disease, and diabetes mellitus (Zhang et al., 2018; Zhong et al., 2018). Apart from acting as miRNA sponges, circRNAs can also influence transcription and splicing, bind to RNA-binding proteins and even be translated (Li et al., 2018b). However, the potential circRNAs involved in SAP are still unknown.

In this study, first, we investigated the expression profiling of circRNA in necrotic pancreas tissues from SAP model mice and matched normal tissues by RNA-seq. Then, using quantitative reverse transcription-polymerase chain reaction (qRT-PCR), we further verified the significantly differentially expressed circRNAs in SAP. Interaction network between the validated circRNAs and miRNAs revealed that decreased CircZFP644 may play an important role in development of SAP by upregulating miR-21-3p. Subsequent results showed that CircZFP644 remarkably decreased while miR-21-3p significantly increased in the pancreatic tissues from SAP mice and three matched binding sequence was found between CircZFP644 and miR-21-3p.

## Materials and Methods

### Animals

All experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee at the General Hospital of Western Theater Command. Male C57BL/6 mice at 7–8 weeks were purchased from Dashuo Animal Science and Technology Co., Ltd. (Chengdu, China). They were maintained using the individually ventilated cage (IVC) system and fed with standard laboratory food and water *ad libitum* for 3 days before the experiments. Animals were fasted overnight but had free access to water before the modeling.

### Preparation of SAP Model

The method of model preparation is similar to that we previously reported (Liu et al., 2018). Briefly, mice were randomly divided into control group and SAP group and anesthetized with 5% isoflurane (via induction box) prior to surgery. The SAP model was induced by a standardized pressure-controlled retrograde infusion of 4% sodium taurocholate into the biliopancreatic duct by using a micro infusion pump. All animals were sacrificed and sampled 24 h after induction of pancreatitis.

### Pancreatic Histological Analysis

Tissues of the pancreatic head were fixed in 4% formaldehyde phosphate overnight and then dehydrated and paraffin embedded. For hematoxylin and eosin staining, 4 μm sections were stained with the dye and then examined by light microscopy, and the histopathological score was evaluated by using a previously described scoring system (Schmidt et al., 1992). The scores were averaged for five individual slides from each pancreas.

### Amylase and Lipase Measurement

The levels of serum amylase and lipase were quantified from blood collected from the tail vein using commercial kits (Nanjing Jiancheng Bioengineering Institute, China) according to the manufacturer’s protocols.

### Samples and RNA Isolation

The control and SAP groups each contained three mice. RNA was isolated from homogenized pancreatic tissue 24 h after surgery using TRIzol reagent (Ambion) according to the manufacturer’s instructions. The concentration of RNA was measured at OD260/280 using a NanoDrop ND-2000 spectrophotometer (Thermo, Waltham, MA, United States). The integrity of the RNA was assessed using denaturing agarose gel electrophoresis.

### RNA Library Construction and CircRNA Sequencing

The total RNA of3 mice from SAP group and 3 mice from control group was used to prepare the circRNA sequencing library, according to the following steps: (1) 5 μg total RNA was pretreated to enrich circRNAs using the CircRNA Enrichment Kit (Cloud-Seq Inc., Shanghai, China). (2) RNA libraries were constructed from the treated RNAs using the TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, United States) according to the manufacturer’s instructions. (3) Quality control and quantification of libraries were performed by the BioAnalyzer 2100 system (Agilent Technologies, Inc., Santa Clara, CA, United States). (4) The denatured libraries as single-stranded DNA molecules were captured on Illumina flow cells, amplified *in situ* as clusters, and finally sequenced for 150 cycles on an Illumina HiSeq 4000 Sequencer according to the manufacturer’s instructions.

### CircRNA Sequencing Analysis

Paired-end reads were harvested by the Illumina HiSeq 4000 sequencer and quality controlled using Q30 (Ewing et al., 1998). After 3′ adaptor trimming and removal of low quality reads using Cutadapt software (Kechin et al., 2017), the high quality trimmed reads were aligned with the reference genome/transcriptome using BWA−MEM software (Cloud-Seq, Inc., Shanghai, China) and circRNAs were detected and annotated with CIRI software (Cloud-Seq, Inc., Shanghai, China) (Gao et al., 2015). Raw junction reads for all samples were normalized to the number of total mapped reads and log2 transformed. CircRNAs exhibiting fold changes more than 2.0 with *P*-values less than 0.05 were classified as significantly differentially expressed circRNAs.

### qRT-PCR Analysis

Pancreatic tissues from 6 SAP mice and 6 healthy mice were used for verification. qRT-PCR with SYBR Green (Takara, Dalian, China) analysis was used to validate the expression of miR-21-3p and the differentially expressed circRNAs. These circRNAs were chosen based on their functional roles and respective fold-change and *p*-values, including CircAMY2a5 (chr3:113256960-113258035-), CircZFP644 (chr5:106634831- 106638635-, mmu_circ_0000663), CircDTNB (chr12:3617606-3648389+, mmu_circ_0000349), CircCELA3b (chr4:137404385-137423389-), CircARHGEF38 (chr3:133137266-133149650-), CircSRPK2 (chr5:23540375- 23565265-, mmu_circ_0001325), and the primers are listed in Table 1. For RNase R treatment, 2 μg total RNA was treated with or without 20 U/μL RNase R (Epicentre, Shanghai, China) for 20 min at 37°C. For qRT-PCR analysis, total RNA was reverse-transcribed into complementary DNA (cDNA) using the Invitrogen Superscript cDNA Synthesis kit (Invitrogen, Carlsbad, CA, United States). Reactions were performed according to the manufacturer’s instructions. The expression of gene GAPDH was used as a reference for circRNA normalization. The relative expression level of the miR-21-3p was analyzed by the same real-time qRT-PCR method used for validation of the circRNAs. U6 was used as an endogenous control gene for miR-21-3p. The relative expression of circRNA and miRNA was calculated according to the 2^–Δ^ ^Δ^ ^Ct^ method.

**TABLE 1:** Sequences of primers used for quantitative real-time polymerase chain reaction analysis of circRNA levels.

**Name**	**Primer type**	**Primer sequence**
CircAMY2a5	Forward	TGTTTTGGAGATTTGCTGTGAGA
	Reverse	GTCCTCACTTACCTAACAAAGAAAA
CircZFP644	Forward	CCGTTGATCTATCAGCCACA
	Reverse	GCACCAGTAATGTCGGTGTTT
CircDTNB	Forward	GCTCTGCCAGAACTGCTTTT
	Reverse	CCATTGGAATCTGACATCTGG
CircCELA3b	Forward	CCCCAGCAATAACATCGC
	Reverse	CAGACTGGATATCGCCGC
CircARHGEF38	Forward	CCTCCTCCGGGACTTGAT
	Reverse	CCCATGTCCAGCAGGTTC
CircSRPK2	Forward	TCAAGGCCTCCCAGTACG
	Reverse	GTGGTGGTGGTGGAGGAG
GAPDH	Forward	AAGGTCATCCCAGAGCTGAA
	Reverse	CTGCTTCACCACCTTCTTGA
miR-21-3p	Forward	GAAATGC-CTCACAGCTATCGT
	Reverse	CCTCCACAAAGAGCCACC
U6	Forward	CGCTTCGGCAGCACATATAC
	Reverse	AAATATGGAACGCTTCACGA

### GO and KEGG Pathway Analysis

The host genes of differentially expressed circRNAs were selected to analyze their potential biological roles through gene ontology (GO) functional annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (Kanehisa et al., 2017). The GO program has developed a structured and controlled vocabulary for community annotation genes, gene products, and sequences (Ashburner et al., 2000). It contains three parts: biological process (BP), molecular function (MF), and cell component (CC). Fisher’s exact test was applied to analyze the probabilities with clusterProfiler packages in R/bioconductor. The selection criteria include fold change ≥ 2.0 and *p* < 0.05.

### CircRNA-miRNA Networks Analysis

CircRNAs containing miRNA binding sites and the corresponding miRNAs were subjected to analysis with Cytoscape software (Cloud-Seq, Inc., Shanghai, China) to construct circRNA-miRNA networks and demonstrate interactions. MiRNA binding sites on circRNAs and the putative target genes of these miRNAs were all predicted by custom-written software based on Targetscan and Miranda (Betel et al., 2008) software (Cloud-Seq Biotech Ltd., Co., Shanghai, China).

### Sanger Sequencing

To obtain more reliable PCR results, the PCR amplification products were separated by electrophoresis in agarose gels. Briefly, the samples were loaded into precast wells in the gels and then subjected to electrophoresis. Subsequently, the PCR products were stained with ethidium bromide and observed under ultraviolet light. Finally, the gels were dissected and the PCR products were recovered for subsequent sequencing experiments. For Sanger sequencing, the specific PCR products were extracted and directly purified with the Mag-MK Gel DNA Purification Kit (Sangon Biotech, Shanghai, China) according to manufacturer’s instructions. The sequences of the products were determined by an ABI 3730 DNA sequencer (Applied Biosystems, CA, United States).

### Statistical Analysis

Statistical analyses were performed with the GraphPad Prism 7 (GraphPad, CA, United States) and SPSS 22.0 software packages (SPSS, IL, United States). Statistically significant differences between groups were estimated by Student’s *t*-test. Fisher’s exact test was applied in the GO and KEGG pathway analyses. The results were evaluated using Spearman’s correlation coefficient test. All values are expressed as the mean ± standard error of the mean; *p* < 0.05 was considered statistically significant.

## Results

### Evaluation of the SAP Model

The featured histopathological changes were found in the pancreatic tissues from the SAP group, including pancreatic lobule interstitial edema, granulocyte infiltration, and extensive acinar cell necrosis (Figure 1A), and the corresponding histopathological scores are also presented (Figure 1B). By contrast, when viewed under a light microscope, pancreases from the control group were intact with a normal structure. The levels of serum lipase and serum amylase in the SAP group were significantly higher than those in the control group (*P* < 0.05) (Figures 1C,D). These results suggested that a reliable SAP mouse model was established.

**FIGURE 1:**
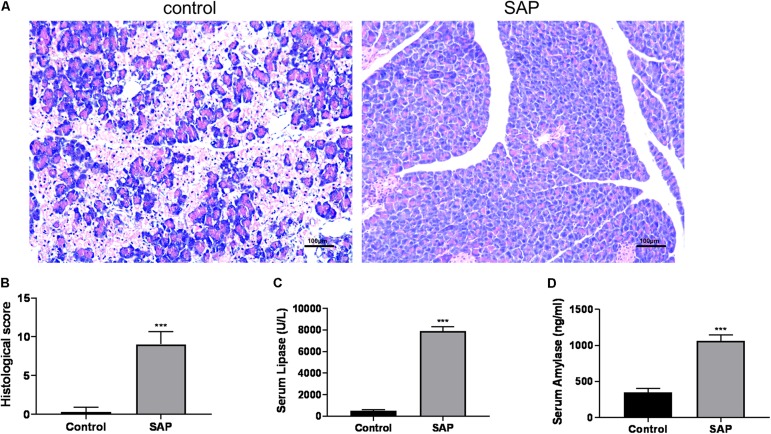
Evaluation of the SAP model. **(A)** Representative histological sections of mouse pancreas stained with hematoxylin from control (left) and SAP (right) groups (100x). **(B)** The histological score of pancreatic tissue. **(C,D)** Levels of serum lipase and amylase, respectively. ***p < 0.001, vs. control group, *n* = 6 per group.

### Overview of CircRNA Expression Profiles in SAP

RNA-seq analysis was utilized to identify circRNA transcripts in the pancreatic tissues from three SAP mice and three healthy mice (Figure 2A). 

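Circular RNAs were counted in pancreatic tissue of 3 SAP mice, taken 24 h after infusion of 4% sodium taurocholate (a bile salt that injures acinar cells) into the biliopancreatic duct, and of 3 control mice. A circRNA is recognised by reads that cross its back-spliced junction, where the downstream end of a segment is joined to its upstream start. The libraries held 636, 4902 and 3257 junction reads in control 1, control 2 and control 3, and 2047, 3454 and 3554 in SAP 1, SAP 2 and SAP 3. The mean was 2932 ± 2152 reads (SD, n = 3) in control and 3018 ± 843 (SD, n = 3) in SAP, a difference smaller than the spread between mice (exact permutation test, 2-sided, p = 0.9, where 0.1 is the smallest p that 3 against 3 allows). Between 181 (control 1) and 1932 (control 2) circRNAs were detected per library, with 1190 ± 905 (SD, n = 3) in control and 1231 ± 201 (SD, n = 3) in SAP (exact permutation test, p = 1). The most abundant circRNA of each library took 2.04% to 4.54% of its junction reads. By the methods, reads were trimmed with Cutadapt and aligned with BWA-MEM, and circRNAs were called and annotated with CIRI. The authors' table gives raw junction reads and the log2 of these reads times 1 factor per library. The factors were 5.20, 1 and 1.37 in control 1 to 3 and 1.99, 1.09 and 1.53 in SAP 1 to 3, and a count of 0 was set to 0.1 reads before scaling. The values given here start from the raw junction reads. Changes between groups were tested with edgeR's quasi-likelihood test on the 139 circRNAs with at least 10 reads over the 6 libraries, with the total of junction reads as library size and Benjamini-Hochberg adjustment. Standard errors of its log2 fold changes were derived from the F statistic, as the absolute log2 fold change over the square root of F. Where a group had no read they are no basis for an interval. Tested on simulated counts with the depth and dispersion of these libraries, no circRNA lowered 4-fold or 40-fold passed an adjusted p under 0.05, and 9% and 33.5% passed the study's thresholds, against 3.89% of unchanged ones. The simulation gave every circRNA 1 common dispersion, estimated with control 1 included, and does not cover fits without control 1. In the fit without it, 2 circRNAs passed (adjusted p = 0.0165 from edgeR).

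**Figure D1:**
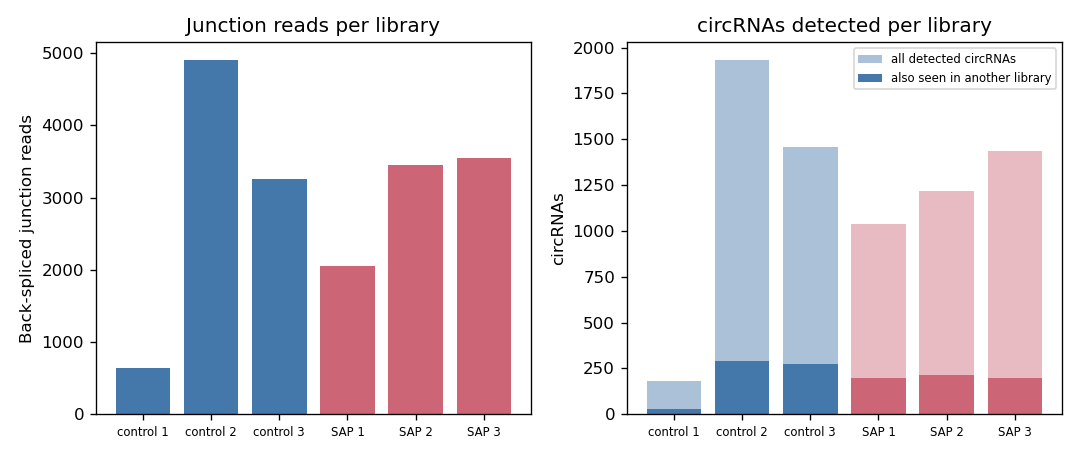
Left, back-spliced junction reads per library. Right, circRNAs detected per library (light bars) and those also seen in another library (dark bars), for control (blue) and SAP (red) mice. Control 1 has 636 reads and 181 circRNAs, of which 27 were seen in another library.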

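The most abundant circRNA of the pancreas came from Dmbt1, which encodes a scavenger receptor glycoprotein of mucosal and ductal secretions. It lies on chromosome 7 of mm10 from 131065064 to 131071219, holds 417 nt of exonic sequence, and had 3, 212 and 148 junction reads in control 1 to 3 and 75, 153 and 145 in SAP 1 to 3 (log2 fold change 0.37 in SAP, standard error 0.97, adjusted p = 0.993 from edgeR). A second Dmbt1 circRNA (131110921 to 131112250) had 36 reads in control and 44 in SAP. The elastase gene Cela3b gave 2 further abundant circRNAs on chromosome 4, with 62 control and 38 SAP reads for 137409720 to 137428554 and 42 reads in each group for 137408125 to 137425138. Both run from Cela3a to Cela3b. A circRNA that starts in Pnlip, the gene of pancreatic lipase (chromosome 19, 58670539 to 58698944), had 33 control and 22 SAP reads. Counted over all 6 libraries, 6504 junctions had at least 1 read and 3763 had at least 2. At higher minimums 2209 circRNAs had at least 3 reads, 756 at least 5, 139 at least 10 and 48 at least 20. The candidates came from 2428 host genes, and 1039 of them (16.0%) carried an identifier of a known circRNA. With near-identical junctions, whose starts and ends lie within 50 nt of one another, counted once, 4882 remained.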

A total of 6504 distinct circRNA candidates were found in these tissues, of which 3763 circRNAs contained at least two unique back-spliced reads (Figure 2B). Next, we analyzed the characteristics of these circRNAs. Most of the circRNA candidates were less than 1500 nucleotides (nts) in length (Figure 2C). 

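CircRNAs made of annotated exons had the largest share under 1500 nt (90.6%), with a median predicted length of 541 nt. Sense overlapping circRNAs, which overlap a gene on its strand and were not classed as exonic or intronic, had a median of 1094 nt and 58.6% under 1500 nt. Intronic circRNAs had a median of 613 nt (72.8% under 1500 nt), intergenic ones 449 nt (75.2%) and antisense ones 408 nt (78.9%). Over all 6504 candidates the median was 673.5 nt, with quartiles of 318 and 1935 nt, and 4583 (70.5%, exact Clopper-Pearson 95% interval 69.3 to 71.6) were under 1500 nt. The longest, 99996 nt, was a junction on chromosome 3 from Amy2b to Amy2a5, between pancreatic amylase genes, with 15 control and 30 SAP reads. Lengths are the authors' predictions. For a sense overlapping or intronic circRNA named here the length equals the whole span of the junction.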

As shown in Figure 2D, these circRNAs were located at various genomic regions, including exonic (22%), intronic (26.09%), sense overlapping (45.15%), and antisense (1.91%) regions. 

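The exonic class rose in share with abundance, from 21.7% of all candidates (1413, exact 95% interval 20.7 to 22.7) to 57.6% (80 of 139) of those with at least 10 junction reads. It holds the main Dmbt1 circRNA as well as those of Hipk2, Smad1, Insr, Arid1a and Nfix. Sense overlapping circRNAs made up 45.2% of candidates (2938) and 27.3% of those with at least 10 reads, among them the amylase and elastase junctions. Intronic circRNAs made up 26.4% (1715) and 11.5%. Intergenic circRNAs made up 4.84% (315), and antisense ones 1.89% (123) of candidates and 0 of the 139. By junction reads the shares were 40.6% sense overlapping, 32.3% exonic and 21.3% intronic. Of the exonic circRNAs, 99.8% had both ends at exon ends of the GENCODE annotation, against 1.16% of sense overlapping and 1.34% of intronic ones.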

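CircRNAs of Dmbt1, Pnlip and Tulp4 were among the 5 detected in all 6 libraries. Junctions on chromosome 5 near 137152216 were among those read in control mice alone, and a Smurf2 junction on chromosome 11 (106920286 to 106920728) was among those read in SAP mice alone. With detection set at 1 junction read in any mouse of a group, 3121 circRNAs were found in SAP alone, 3030 in control alone and 353 (5.43%) in both. Most were seen in few mice, with 6055 (93.1%) in exactly 1 library, 280 in 2 and 79 in 3. At a minimum of 5 reads over the 6 libraries the numbers were 280, 243 and 233, so that 30.8% were seen in both groups. Mice of 1 group did not share more circRNAs with one another than with the other group. The mean Jaccard index (shared over all circRNAs of a pair) was 3.05% within groups and 3.36% between them, a difference of -0.309 (exact permutation test over 10 splits, p = 1). Control 2 and control 3 shared 164 circRNAs, either of them shared 108 to 133 with a SAP mouse, and SAP mice shared 85 to 93 with each other. Control 1 shared 15 to 19 with any other library.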

There were 3121 circRNAs specifically expressed in the SAP group, 3030 circRNAs specifically expressed in the control group, and 353 circRNAs commonly expressed in both groups (Figure 2E).

**FIGURE 2:**
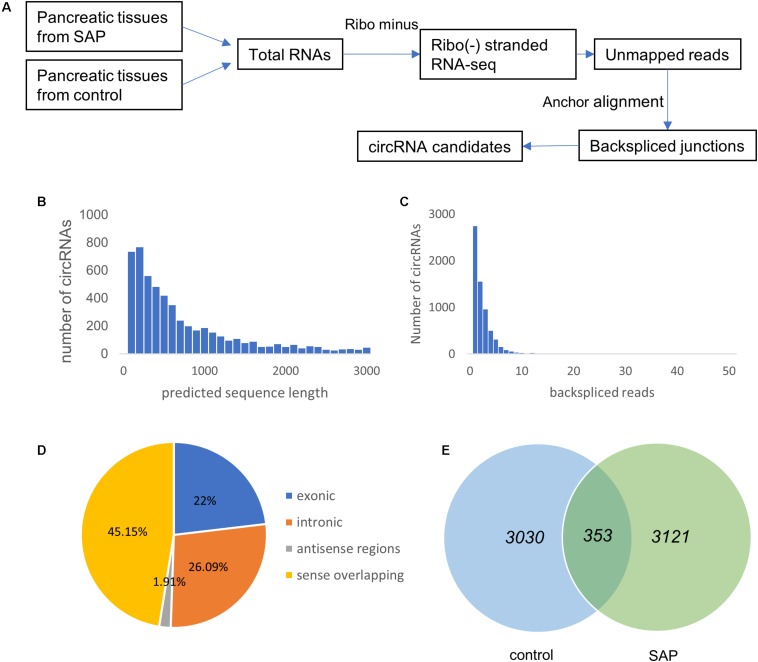
Overview of circRNA expression profiles in SAP. **(A)** The experimental procedures for obtaining circRNA candidates. **(B)** The number of circRNAs (*y*-axis) based on the backspliced reads (*x*-axis). **(C)** The number of circRNAs (*y*-axis) based on the predicted length of the backspliced reads (*x*-axis). **(D)** The percentage of differentially expressed circRNAs based on their categories of circular components. **(E)** Venn diagram showing the number of common and specific circRNAs between the SAP and control groups.

### Differentially Expressed CircRNAs in SAP

On the basis of the circRNA expression analysis, 56 circRNAs (*p* < 0.05, fold change ≥ 2) were found to be significantly differentially expressed in the SAP group compared with the control group. Among these differentially expressed circRNAs, 2 circRNAs were upregulated and 54 circRNAs were downregulated in the SAP group compared to healthy controls. Of these, the fold-changes of 42 circRNAs were at least greater than 10 (Supplementary Table S1). 

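The largest decreases with reads in more than 1 control mouse were at an intergenic site on chromosome 5, between Muc3 and Gm3054, where no SAP mouse had a read. The junction from 137152228 to 137152461 had 0, 26 and 12 reads in control 1 to 3 (log2 fold change -6.28, standard error 2.30, adjusted p = 0.117 from edgeR) and that from 137152216 to 137152449 had 0, 31 and 9 (-6.30, standard error 2.31, adjusted p = 0.117). Utrn, the gene of utrophin, gave a circRNA with 1, 9 and 1 control reads and none in SAP (-4.89, adjusted p = 0.382 from edgeR), and Bfar, an apoptosis regulator, one with 0, 4 and 7 (-4.78, adjusted p = 0.382 from edgeR). A Pnlip junction (58670557 to 58681782) had all of its 10 reads in control 3 (-4.81). For 8 of the lowered circRNAs every read was in control 1, including Hmbox1 with 13 reads (-7.25, adjusted p = 0.117 from edgeR), a pair of junctions of the integrin gene Itgb7 with 12 reads each, and Rad54l2 with 10. Itgb7, Sh3rf1 and Pdcd6ip each gave a pair of near-identical junctions with the same counts, so the 8 are not separate sites. At an unadjusted p under 0.05 and a fold change of at least 2, edgeR called 17 of the 139 tested circRNAs, and DESeq2 and limma called 2 each. At an adjusted p under 0.05 edgeR, DESeq2 and limma called 0, and the smallest adjusted p from edgeR was 0.117. Without control 1 the chromosome 5 pair passed (adjusted p = 0.0165 from edgeR), and 9 passed the study's thresholds. The circRNAs outside chromosome 5 were named after their values were seen.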

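In SAP mice 1 circRNA was higher at the study's thresholds, a junction with the host gene Smurf2, which encodes a ubiquitin ligase of TGF-beta signaling. It had 1 end in Smurf2 and the other in the annotated gene Gm27322, and they were not both annotated exon ends. There were 0 reads in control and 0, 8 and 4 in SAP 1 to 3 (log2 fold change 4.86, standard error 2.37, adjusted p = 0.382 from edgeR). With a floor of 3 reads over the control group it was at least 3.89-fold higher (1.72 without control 2 and 2.09 without SAP 2). These bounds take the SAP reads as exact and do not cover the spread between mice. A neighbouring junction shifted by 4 nt, with ends in the same genes, had 0, 5 and 0 control and 0, 14 and 4 SAP reads (1.89, standard error 1.68, adjusted p = 0.777 from edgeR). The other 16 were lower. Of the circRNAs that the paper's Table S1 lists as higher, a junction of the 45S ribosomal RNA gene Rn45s (chromosome 17, 39845973 to 39846348) had 0, 0 and 1 reads in control and 3, 2 and 2 in SAP, a ratio of 6.80 with a counting interval of 0.873 to 306. The listed Dmbt1 junction (131041069 to 131082668) had 1 read in each SAP mouse and none in control. Without control 1 the Smurf2 junction had an unadjusted p = 0.0666 in edgeR. At the same thresholds 0 circRNAs were higher with TMM factors, without scaling, without a minimum, at a minimum of 5 reads, with the replicate number as a block, with DESeq2 and limma, and without any 1 control mouse. More were higher with near-identical junctions summed (7 higher and 17 lower), per host gene (8 and 13), without SAP 1 (6 and 10), SAP 2 (3 and 2) or SAP 3 (3 and 3), with DESeq2 size factors in edgeR (4 and 2), and with reads in at least 3 libraries (2 and 3), against 1 and 16 with the total of junction reads.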

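Against SAP mice with no read, the lower bounds on the decrease were at least 13.7-fold and at least 13.0-fold lower for the chromosome 5 pair (40 and 38 control reads, floor of 3 reads over the SAP group). Such bounds take the control reads as exact and do not cover the spread between mice. With 1 library left out they fell to at least 6.98-fold (without control 2) and at least 7.92-fold lower (without SAP 3). A second pair at this site, 137152216 to 137152431 and 137152231 to 137152446, had 12 control reads each and was at least 4.12-fold lower. The junction from 137152198 to 137152431 had 11 control reads and was at least 3.78-fold lower, as were the Utrn circRNA, with 9 of its 11 reads in control 2, which leaves no bound without that mouse, and the Bfar circRNA. With 1 library left out the second pair was at least 2.50-fold lower, that from 137152198 at least 2.29-fold (each without SAP 3) and Bfar at least 2.18-fold (without control 3). Hipk2, the gene of a homeodomain interacting kinase, gave a circRNA with 19 control and 2 SAP reads (ratio of SAP to control 0.102, counting interval 0.0115 to 0.424). All 17 circRNAs past the study's thresholds had a fitted fold change above 10 in edgeR, which for a group with no read depends on the prior count and is no bound. In the paper's Table S1, 42 circRNAs have a fold change above 10. Of its 56 circRNAs, 44 had no read in a SAP mouse, and the median was 6 deposited junction reads over the 6 libraries (range 2 to 40). The deposited control 1 reads of the 56 sum to 3, and those implied by the fold changes of Table S1 to 172. This check was chosen after the result was seen. The paper's list may thus rest on more reads than are counted here.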

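The main Dmbt1 circRNA took 3.66% to 4.54% of the junction reads of control 2, control 3 and the SAP mice, and 0.472% of those of control 1. Over the 139 tested circRNAs, control 2 and control 3 had a Pearson correlation of log2 junction reads scaled to equal library totals of 0.341, and pairs of libraries without control 1 ranged from 0.130 to 0.353. Pairs with control 1 ranged from -0.295 to -0.0692. The mean correlation was 0.0847 within groups and 0.107 between groups, a difference of -0.0220 (exact permutation test over 10 splits, p = 0.6). The 139 circRNAs are not independent replicates. In average-linkage clustering on these circRNAs, the first split set control 1 apart from the other 5 libraries. Without control 1, a setting chosen after the result was seen, the difference was 0.0428 (exact permutation test, p = 0.3). With at least 20 reads per circRNA it was 0.122 (exact permutation test, p = 0.1, the smallest possible).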

As seen in Figure 3A, the expression patterns of circRNAs in the pancreatic tissues of SAP mice and control mice were classified by unsupervised hierarchical clustering. The scatter plot demonstrates the variation in the circRNA expression level between the two groups (Figure 3B). 

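Host genes whose circRNAs are found in many tissues (a list of genes such as Hipk2, Arid1a, Tulp4 and Nfix) gave 93 circRNAs, with 2.00 ± 1.46% of junction reads in control and 1.77 ± 0.181% in SAP (SD, n = 3 each, exact permutation test, p = 1). Control 1 had 0.314%, and without it the control mean was 2.84%, with each SAP mouse (1.62% to 1.97%) below control 2 (2.79%) and control 3 (2.89%). Of these 9 were tested, 3 with a positive and 6 with a negative log2 fold change. Arid1a, a subunit of a chromatin remodeling complex, had 14 control and 21 SAP reads (0.69, standard error 1.84). Tulp4 had 24 and 8 (-1.44, standard error 1.79) and Nfix, a transcription factor, 13 and 9 (-0.28, standard error 1.57). The list of ribosomal RNA, mitochondrial and pseudoautosomal repeat genes gave 249 circRNAs with 4.22 ± 0.445% of reads in control and 4.61 ± 0.661% in SAP (SD, n = 3 each, exact permutation test, p = 0.6). These came from Rn45s, Erdr1, Mid1, Rmrp and Rn7sk, and none from a mitochondrial gene. Within them Rn45s (39846588 to 39847144) had 13 control and 31 SAP reads (1.83, standard error 1.98), and Erdr1 (90793278 to 90793680 on chromosome Y) 18 and 3 (-2.33, standard error 1.71). No movement as a set was detected for either list (fry adjusted p = 0.839 for each). Without control 1 fry gave an adjusted p = 0.168 for each in 1 direction, and 0.0487 (widely expressed genes, mean -0.81) and 0.0667 (repeats, mean -0.66) in either direction, against 0.662 and 0.699 from camera and 0.773 for each with an estimated correlation. In both lists 0 circRNAs passed an adjusted p under 0.05, over all tested or adjusted over the list alone. Clusters of near-identical junctions held 2646 circRNAs, of which 44 were tested, with 1 higher and 10 lower at an unadjusted p under 0.05. Adjusted over the list alone 8 of the 44 were lower, and over all tested circRNAs 0. These 8 were the chromosome 5 pair and a pair each of Itgb7, Sh3rf1 and Pdcd6ip. Within each of the latter pairs the counts were the same in every library, so the 8 are not separate tests. Over all candidates 1709 (26.3%) had a neighbour shifted equally at both ends with the same counts in all 6 libraries. Camera with a preset correlation of 0.01 gave an adjusted p = 0.357 for these clusters, and adjusted p = 0.970 with an estimated correlation. They took 69.5% of the reads of control 1 and 30.2% to 41.4% of the other libraries, and without control 1 the chromosome 5 pair alone remained lower over the list (fry adjusted p = 0.168 in 1 direction and 0.0112 in either, against 0.662 from camera and 0.773 with an estimated correlation). The median log2 fold change of all tested circRNAs was -0.20, and 0.17 with TMM factors.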

A volcano plot shows that the significantly differentially expressed circRNAs between the two groups were identified with fold-changes greater than 2.0 and *p-*values less than 0.05 (Figure 3C).

**FIGURE 3:**
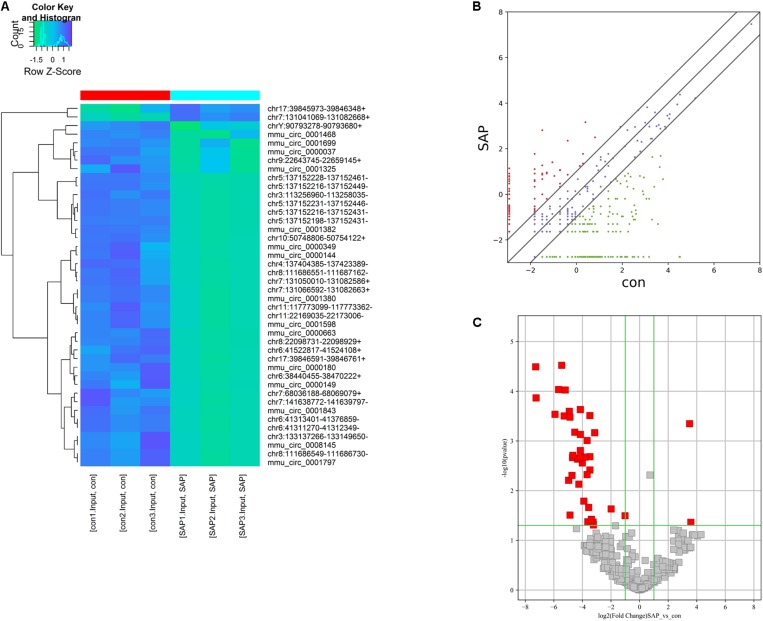
Characterization of circRNA expression profiles of SAP mice and healthy mice. **(A)** Hierarchical clustering graph showing the expression patterns of circRNAs in pancreatitic tissues of SAP and the control. **(B,C)** Scatter and volcano plot show the significant differentially expressed circRNAs between the SAP and the control groups and identify fold changes greater than 2.0 and *p*-values less than 0.05.

### Function of the Differentially Expressed CircRNAs in SAP

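The 54 circRNAs that the paper lists as lower include 6 from digestive enzyme genes (Amy2a5, Cela3b, Ctrb1 and Prss2), 6 from Dmbt1 and Muc6, and 8 from widely expressed host genes such as Zfp609, Ubn2 and Zfp644. Of all 6504 circRNAs, digestive enzyme genes hosted 942, the ductal and mucin list with Dmbt1 and Muc6 314, and widely expressed host genes 93. None of the 54 came from the lists of acinar identity, Reg family, islet, leukocyte, stellate or endothelial genes. Those lists hold 33, 46, 2, 8, 6 and 3 of all circRNAs, too few for their absence to carry weight. Of all 56, 17 reached 10 deposited junction reads and were tested, and 7 of them passed the study's thresholds in edgeR. In the same libraries Insr, the insulin receptor gene, gave a circRNA with 20 control and 25 SAP reads, and Amy2a5 the amylase junction with 15 and 30 reads (log2 fold change 1.25, standard error 1.93). Over all 139 tested circRNAs 44.6% had a positive log2 fold change, and 57.6% with TMM factors and 59.0% with DESeq2 size factors.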

Given that the overwhelming majority of dysregulated circRNAs were downregulated in the SAP mice compared with the normal group, we mainly focused on the 54 significantly downregulated circRNAs. To investigate the potential function of the differentially regulated circRNAs, we first performed GO enrichment analysis, including biological processes (BP), cellular components (CC), and molecular functions (MF) (Figure 4A). For BP, the major enriched and meaningful GO terms were multi-organism process, DNA binding, and digestion. 

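Digestive enzyme and zymogen granule genes, the main products of acinar cells, hosted 942 circRNAs from 27 genes, with 15.7 ± 1.15% of junction reads in control and 13.4 ± 1.67% in SAP (SD, n = 3 each, exact permutation test, p = 0.2). Together with the trypsinogen cluster, 40 of their 1066 junctions (3.75%) had both ends at annotated exon ends, against 26.3% of all other junctions. By reads these shares were 17.9% and 38.9%. Ctrb1, the chymotrypsinogen gene, had the most reads, with 361 control and 290 SAP reads over 259 circRNAs (ratio of read shares, SAP to control, 0.780, counting interval 0.666 to 0.913). Pnlip had 146 and 93 reads (0.619, 0.472 to 0.808), and Rnase1, a secreted ribonuclease, 50 and 23 (0.447, 0.260 to 0.746), of which control 2 held 36. Cpb1, a carboxypeptidase, went the other way with 86 and 132 reads (1.49, 1.13 to 1.98), of which control 2 held 67 and SAP 3 73. So did the colipase gene Clps with 9 and 27 (2.91, 1.33 to 7.04), of which control 2 held 8 and SAP 3 17. These intervals cover counting error and not the spread between mice. None of these genes passed an adjusted p under 0.05 when junctions were summed per host gene (0.607 for Pnlip and 0.846 for Ctrb1 from edgeR). These 5 genes were chosen after their values were seen. Of the 21 circRNAs of the list that were tested, 11 had a positive and 10 a negative log2 fold change, 2 were lower at an unadjusted p under 0.05, and 0 passed over all tested or adjusted over the list alone. The mean was -0.37 and the median 0.42, and the mean turned to 0.08 with TMM factors and 0.15 with DESeq2 size factors. No movement of the list as a set was detected (fry adjusted p = 0.839, camera adjusted p = 0.986, adjusted p = 0.991 with an estimated correlation). Among 90 host genes of tested circRNAs, 9 had a circRNA lower at the study's thresholds, 2 of them among the 11 digestive enzyme genes (odds ratio 2.29, Fisher's exact test, p = 0.302). By circRNA, 2 of the 16 lower ones were among the 21 of the list, with an odds ratio of 0.782.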

In terms of CC, trans-Golgi network transport vesicle membrane, zymogen granule membrane, and cytoplasmic vesicle membrane were the top three terms. 

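Dmbt1, whose product is stored in pancreatic secretory granules, hosted 297 circRNAs with 923 control and 860 SAP reads (ratio of read shares 0.905, counting interval 0.824 to 0.994; log2 fold change 0.18 when summed per host gene, standard error 0.23, adjusted p = 0.948 from edgeR). Gp2, the major membrane glycoprotein of zymogen granules, had 10 control and 32 SAP reads over 17 circRNAs, of which SAP 2 held 26 (log2 fold change 1.63, standard error 1.79, adjusted p = 0.948 from edgeR). Zg16, a granule lectin, had 19 control and 1 SAP reads, of which control 2 held 18 (ratio 0.0511, counting interval 0.00123 to 0.322). Sycn, the gene of the granule protein syncollin, had 0, 11 and 1 control and 3, 0 and 0 SAP reads (ratio 0.243, 0.0440 to 0.900), so that without control 2 more reads were in SAP. These genes were chosen after their values were seen. With Muc1, Muc6 and other ductal and mucin genes, Dmbt1 forms a list of 314 circRNAs with 8.58 ± 4.58% of reads in control and 9.86 ± 1.34% in SAP (SD, n = 3 each, exact permutation test, p = 1). Control 1 had 3.30%, and control 2 and control 3 averaged 11.2%. Of the 19 tested, 12 were positive and 7 negative (mean 0.03), none passed, also adjusted over the list alone, and without control 1 the numbers were 6 and 13 (mean -0.30).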

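The trypsinogen genes, serine peptidases that lie within the T cell receptor beta locus on chromosome 6, gave 203 circRNAs with 4.30 ± 0.708% of junction reads in control and 2.92 ± 0.551% in SAP (SD, n = 3 each, exact permutation test, p = 0.2). The junction from Prss1 to Prss2 (41461181 to 41521843) had 0, 8 and 17 control and 4, 4 and 9 SAP reads (log2 fold change -0.38, standard error 1.87). The junction from Try4 to Gm5771 (41304326 to 41394818) had 2, 7 and 18 control and 0, 4 and 3 SAP reads (-2.21, standard error 1.96). Of the 9 tested in this cluster 3 were positive and 6 negative, and the set gave an adjusted p = 0.839 from fry (0.0949 without control 1). Kinase genes named or implied by the study gave 31 circRNAs with 79 control and 66 SAP reads, or 0.647 ± 0.561% and 0.720 ± 0.277% of reads (SD, n = 3 each, exact permutation test, p = 0.8). Control 1 had none, and without it the control mean was 0.971%, above that of SAP. The Hipk2 circRNA (chromosome 6, 38818230 to 38819313, 1084 nt) had 0, 9 and 10 control and 0, 0 and 2 SAP reads (-2.91, standard error 1.76, adjusted p = 0.495 from edgeR). The Insr circRNA (chromosome 8, 3258383 to 3258934) had a log2 fold change of 0.70 (standard error 1.90). For the 3 tested kinase circRNAs no movement as a set was detected (mean -1.62, fry adjusted p = 0.839). Without control 1 the mean was -2.05, with an adjusted p = 0.0690 from fry for 1 direction, 0.0336 from fry for either direction, 0.662 from camera and 0.773 with an estimated correlation. In both lists 0 circRNAs passed an adjusted p under 0.05, over all tested or adjusted over the list alone.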

For MF analysis, serine-type peptidase activity, SMAD binding, and protein kinase activity were the most enriched molecular functions.

**FIGURE 4:**
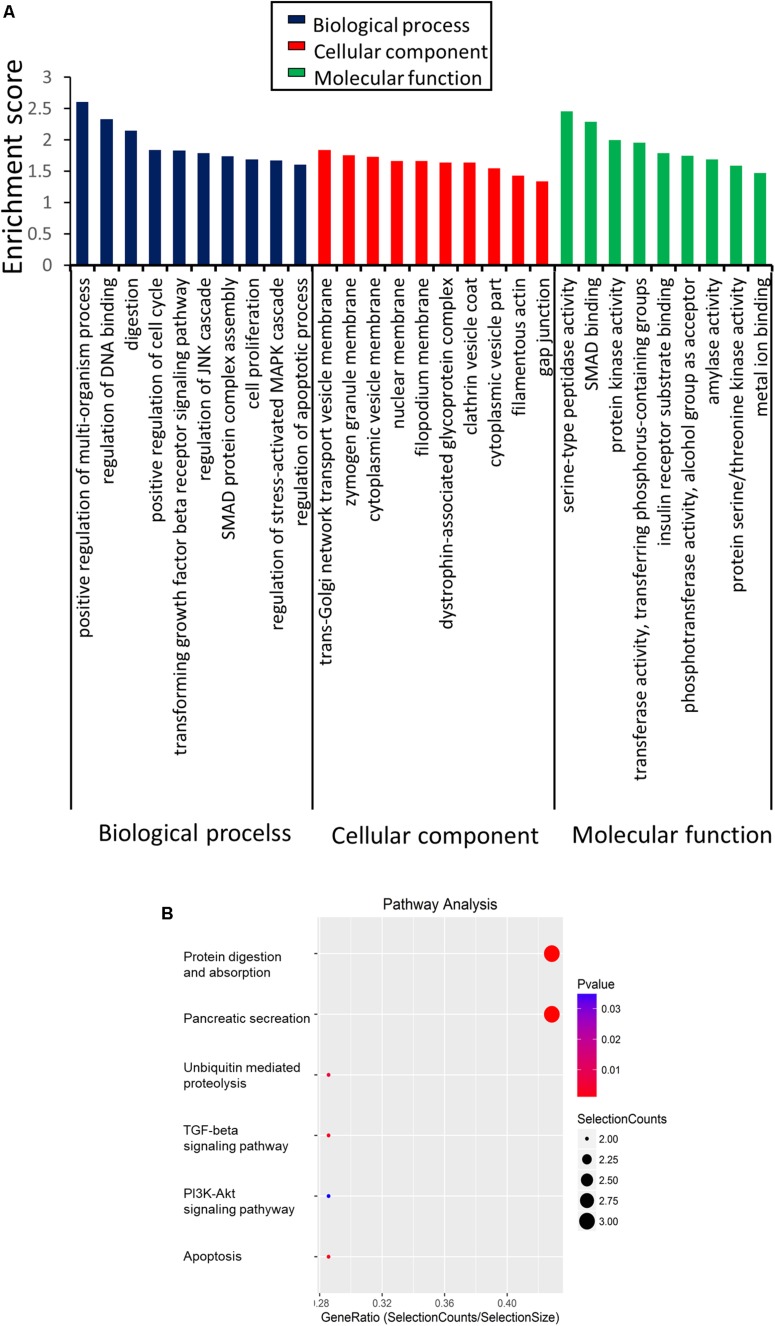
Functions of the differentially expressed circRNAs in SAP by GO and KEGG analysis. **(A)** GO analysis of genes related to differentially expressed circRNAs. GO annotations of the linear counterparts of upregulated and downregulated circRNAs in the cellular component, molecular function, and biological process terms. **(B)** KEGG pathway analysis of the differentially expressed circRNAs.

Then, KEGG analysis was conducted for defining the pathways relevant to the dysregulated circRNAs in the pathological process of SAP. 

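Smad1, a transcription factor of BMP signaling, gave a circRNA of 581 nt on chromosome 8 (79371784 to 79372364) with 0, 6 and 3 reads in control and 0, 2 and 0 in SAP (log2 fold change -1.81, standard error 2.14, ratio of SAP to control 0.216, counting interval 0.0227 to 1.04). Summed over each host gene, Crebbp had 16 control and 4 SAP reads (none in control 3, and all 4 in SAP 3) and Zfyve9 had 1 and 10 (8 of them in SAP 1), with an adjusted p of 0.525 and 0.607 from edgeR. Both were chosen after their values were seen. The list of 31 TGF-beta and BMP signaling genes gave 36 circRNAs with 80 control and 73 SAP reads, or 1.23 ± 0.703% and 0.765 ± 0.350% of reads (SD, n = 3 each, exact permutation test, p = 0.4; control mean 0.828% without control 1). Of the 4 tested, 2 were positive and 2 negative, 0 passed over all tested or adjusted over the list alone, and the set gave an adjusted p = 0.993 from fry. Among the hosts of the 54 circRNAs of Table S1, which were 38 of 245 hosts with a circRNA in at least 2 libraries, were 4 of 15 digestive enzyme genes, 2 of 5 TGF-beta genes (Hipk2 and Smad1), 4 of 5 kinase genes named or implied by the study (Hipk2, Igf1r, Nek5 and Srpk2), 7 of 12 widely expressed genes, 3 of 4 hosts of the trypsinogen cluster, and both hosts each of the ductal and mucin list and of the repeats. The lists were written with Table S1 already read, so that overlap with its hosts can be built in. The 54 were chosen on these samples, and the background of 245 hosts was set after seeing the data, so these counts are not independent evidence.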

As shown in Figure 4B, protein digestion and absorption (3 genes), apoptosis (3 genes), TGF-beta signaling (3 genes), and the PI3K-Akt signaling pathway (2 genes) were the major signaling pathways associated with the dysregulated circRNAs.

### Validation of Differentially Expressed CircRNAs in SAP

Considering that 54 out of 56 differentially expressed circRNAs were downregulated in SAP mice, we mainly focused on the downregulated circRNAs. Based on the ranking order of the multiple integrated factors described above, six downregulated circRNAs were selected for validation by qRT-PCR. The expression levels of CircAMY2a5, CircZFP644, CircDTNB, CircCELA3b, CircARHGEF38, and CircSRPK2, were significantly downregulated in the SAP group compared with the normal control (Figure 5A). Taken together, the qRT-PCR results for these six circRNAs were consistent with the RNA-seq data (Figure 5B).

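In the sequenced libraries 5 of the 6 circRNAs had reads in control 2 and control 3 and none in SAP. CircAMY2a5, within the amylase gene Amy2a5 (chromosome 3, 113256960 to 113258035, 1076 nt, sense overlapping), had 0, 5 and 8 control reads (log2 fold change -4.99, standard error 2.27, adjusted p = 0.362 from edgeR) and was at least 4.46-fold lower in SAP (2.73 without control 3 and 2.71 without SAP 3). CircDTNB, from the dystrobrevin gene Dtnb (chromosome 12, 3617606 to 3648389, 514 nt, exonic), had 0, 11 and 1 (-4.62, standard error 2.51, adjusted p = 0.382 from edgeR) and was at least 4.12-fold lower. Without control 2 its log2 fold change was -2.45 (adjusted p = 1). CircZFP644 was at least 3.09-fold lower. CircCELA3b (chromosome 4, 137404385 to 137423389) starts in Cela3a and ends in Cela3b, spans 19005 nt, and had 0, 4 and 1 control reads (at least 1.72-fold lower). CircARHGEF38 (chromosome 3, 133137266 to 133149650, 868 nt) had 0, 1 and 3 (at least 1.37-fold lower). CircSRPK2, from the gene of a kinase of splicing factors (chromosome 5, 23540375 to 23565265, 544 nt), had 0, 8 and 2 control reads and 0, 1 and 0 in SAP (-2.64, standard error 2.30, adjusted p = 0.777 from edgeR; ratio of SAP to control 0.0971, counting interval 0.00224 to 0.683), and without control 2 -1.57 (adjusted p = 1). All bounds take a floor of 3 reads over the SAP group and the control reads as exact. They cover neither the counting error of the control reads nor the spread between mice. A bound above 1 therefore does not exclude that there was no change. Without control 2 CircDTNB, CircZFP644, CircCELA3b and CircARHGEF38, and without control 3 CircARHGEF38, had no more than 3 control reads left, which gives no bound. Without SAP 3 the bounds were 2.50, 1.88 and 1.04 for CircDTNB, CircZFP644 and CircCELA3b, and under 1 for CircARHGEF38. CircAMY2a5, CircDTNB and CircSRPK2 reached the minimum of 10 reads and none passed an adjusted p under 0.05. Of these, CircAMY2a5 had an unadjusted p = 0.0286 in edgeR, and without control 1 CircAMY2a5 and CircDTNB had 0.0301 and 0.0493. The other 3 were fitted in edgeR without a minimum, with an adjusted p = 0.322 each. Control 1, which had 11.9% of its reads on circRNAs seen in another library, had no read of any of them. The paper sets the qRT-PCR results of the 6 circRNAs beside the sequencing data in Figure 5B.

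**Figure D2:**
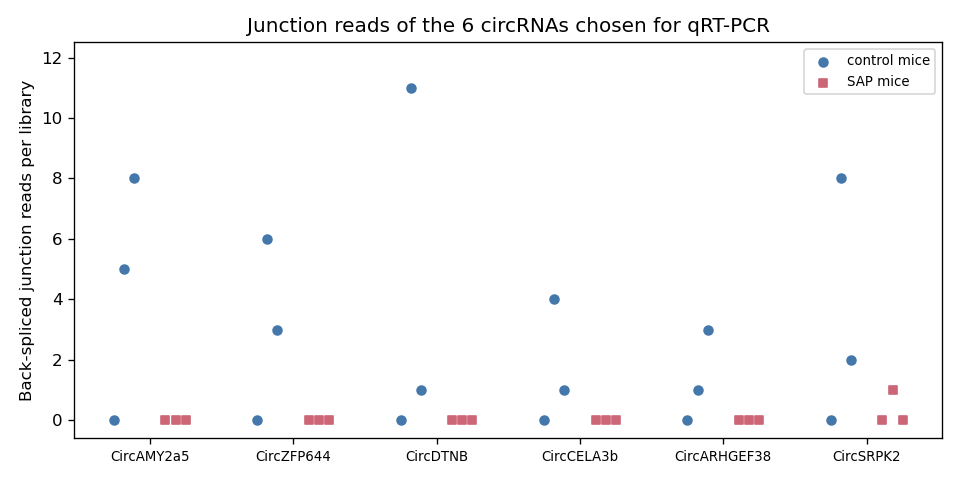
Back-spliced junction reads per library of the 6 circRNAs chosen for qRT-PCR. Each point is 1 mouse, with control mice as blue circles and SAP mice as red squares. The highest count is 11, for CircDTNB in control 2, and the only SAP read is 1 of CircSRPK2 in SAP 2.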

**FIGURE 5:**
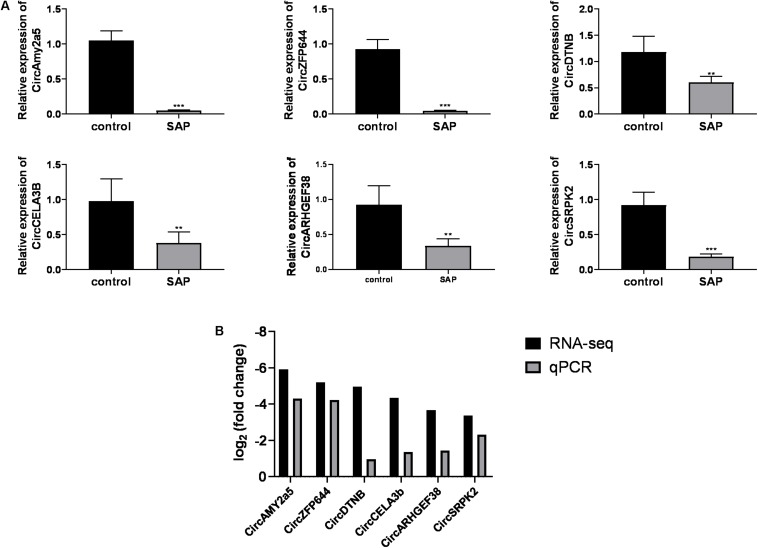
Validation of differentially expressed circRNAs. **(A)** The relative expression levels of selected circRNAs detected by the qRT-PCR method. GAPDH was used as a housekeeping gene for normalizing changes in specific gene expression. **(B)** The comparison between the RNA-Seq data and quantitative real-time polymerase chain reaction results. ***p < 0.001, **p < 0.01, vs. control group. *n* = 6 per group. qRT-PCR, Quantitative reverse transcription-polymerase chain reaction.

### The Interaction Network Between CircRNA and miRNA in SAP

To explore the underlying mechanism of circRNAs in mediating mRNA based on miRNA in SAP, an interaction network between circRNAs and miRNAs was constructed using TargetScan and miRanda analysis. Six of the validated circRNAs were included in this ceRNA analysis. In the network map, the miRNAs that potentially bind to the 6 circRNAs are clearly shown in Figure 6. The data may provide a novel perspective for us to study the specific mechanism of circRNAs in the pathological process of SAP.

**FIGURE 6:**
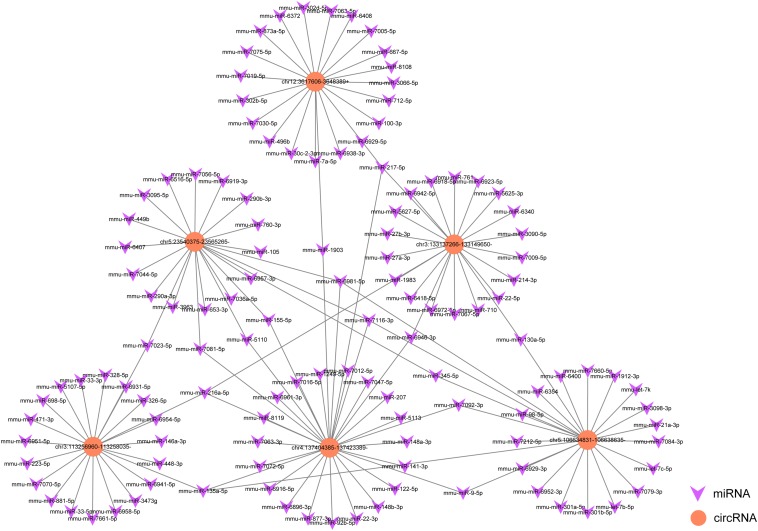
A map showing the interaction network contained 6 validated circRNAs and their around 20 target miRNAs with the most stable binding in SAP. Circles represent circRNAs, arrowheads represent miRNAs.

### Characterization of CircZFP644

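CircZFP644, from the zinc finger gene Zfp644, had 0, 6 and 3 junction reads in control 1 to 3 and none in SAP 1 to 3. With 9 reads in all it fell under the minimum for the test, and in edgeR without a minimum its log2 fold change was -4.26 (standard error 3.16, adjusted p = 0.322). A second Zfp644 circRNA that shares its start in the transcript (106635610 to 106638635, 2933 nt) had 2 reads in SAP 1 and none in control. A longer junction, 106618071 to 106666845, had 0, 2 and 1 control reads. A pair of intronic junctions shifted by 3 nt, 106669914 to 106670572 and 106669917 to 106670575, had 4 reads each, all in control 3. Summed over the 7 Zfp644 junctions there were 22 control and 2 SAP reads (ratio of read shares 0.0883, counting interval 0.0102 to 0.359; log2 fold change -2.80, standard error 1.89, adjusted p = 0.563 from edgeR). The sum holds both intronic junctions of the shifted pair, whose counts were the same in every library. The same reads may thus count more than once in it. The paper's reported fold change in Table S1 is 36.7, which may rest on other control 1 reads than the deposited 0.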

Based on the above-described results, we focused on a significantly dysregulated circRNA, circRNA.0001382, which was 36-fold downregulated in SAP. We found that mmu_circ_0001382 was spliced from the ZFP644 gene on chromosome 5:106634831-106638635(-), and its total length is 3539 nt (Figure 7A). 

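CircZFP644 lies on the minus strand and joins the end of exon 5 of Zfp644 to the start of exon 3. In the GENCODE M21 annotation of mm10, exon 3 runs from 106636417 to 106638635 (2219 nt), exon 4 from 106635610 to 106636323 (714 nt) and exon 5 from 106634831 to 106635436 (606 nt) of a transcript of 7 exons. The 3 exons sum to 3539 nt, and the junction spans 3805 nt of the genome. Read in the direction of transcription, the circle ends with GGACTTGACTGTGCACTCAG and returns to ACTAAAGGTGTTAAATGATC, which gives the back-spliced sequence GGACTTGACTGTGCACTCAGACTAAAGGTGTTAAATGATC. Both ends are annotated exon ends. The region also overlaps the annotated gene Gm28039, so the junction reads alone do not tell these genes apart.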

We thus termed this circRNA as “CircZFP644.” The junction regions of CircZFP644 were amplified using specific qRT-PCR primers (Figure 7B), and Sanger sequencing of the PCR products confirmed its back-spliced junction (Figure 7C). Using specific divergent primers for CircZFP644, a specifically amplified PCR product was seen from both cDNA and gDNA, while it was only amplified from cDNA through divergent primers (Figure 7D). Resistance to digestion by RNase R further confirmed that CircZFP644 existed in a circular form (Figure 7E). Taken together, these results indicate that CircZFP644 is a stable circRNA derived from the ZFP644 gene locus.

**FIGURE 7:**
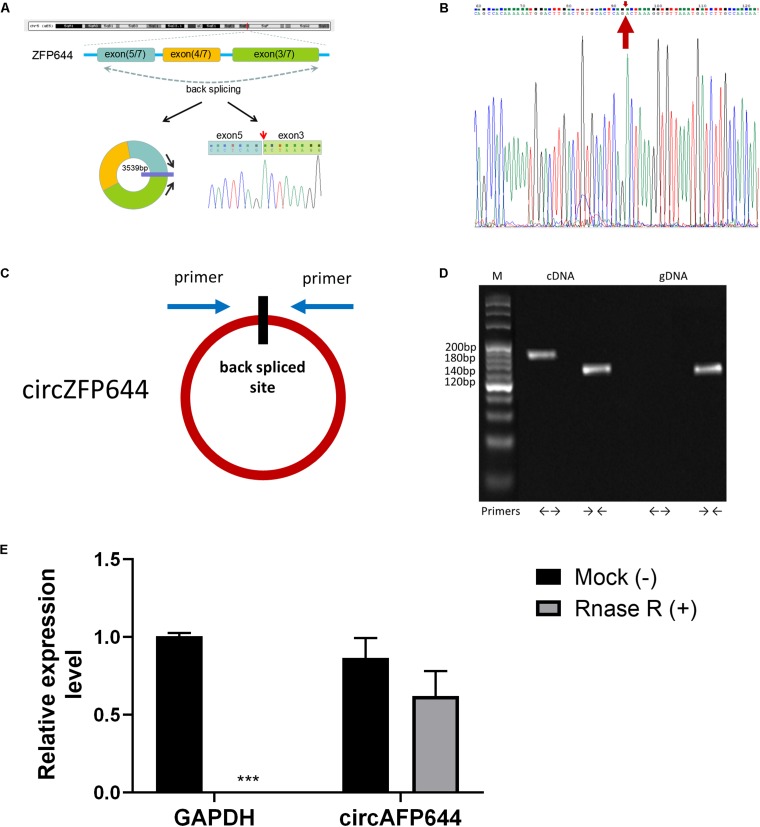
Characterization and expression analysis of CircZFP644. **(A)** Schematic diagram of CircZFP644 formed by back-splicing from the mouse ZFP644 gene at chromosome 5. **(B)** Schematic view illustrating the design of primers for CircZFP644 used in qRT-PCR. **(C)** The junction sequences of CircZFP644 were validated by Sanger sequencing. **(D)** Divergent primers detected CircZFP644 in complementary DNA (cDNA), but not in genomic DNA (gDNA). **(E)** RNA from mouse cardiac tissue was incubated with RNase R or buffer only (Mock). After digestion, the RNAs were purified. The levels of CircZFP644 and GAPDH mRNA analyzed by qRT-PCR after incubation with RNase R or buffer only (Mock). ***p < 0.001, vs. control group. *n* = 6 per group.

### Interaction Between CircZFP644 and miR-21-3p

Given that miR-21-3p is the most studied miRNA in the pathogenesis of AP and reported to be significantly increased in SAP mice and involved in the necrotic process of SAP (Wang et al., 2018), we thus investigated the correlation between CircZFP644 and miR-21-3p. As seen in Figure 7A, the expression of miR-21-3p was remarkably higher in SAP pancreatic tissues as compared to normal tissues, and inversely, CircZFP644 displayed a significant decrease in SAP than that in the normal control. Notably, negative correlation was found between CircZFP644 and miR-21-3p (Figure 8B). Moreover, the binding sequence between CircZFP644 and miR-21-3p was analyzed by Target Scan and miRanda, and it was determined that there were 3 binding sites found between CircZFP644 and miR-21-3p (Figure 8C).

**FIGURE 8:**
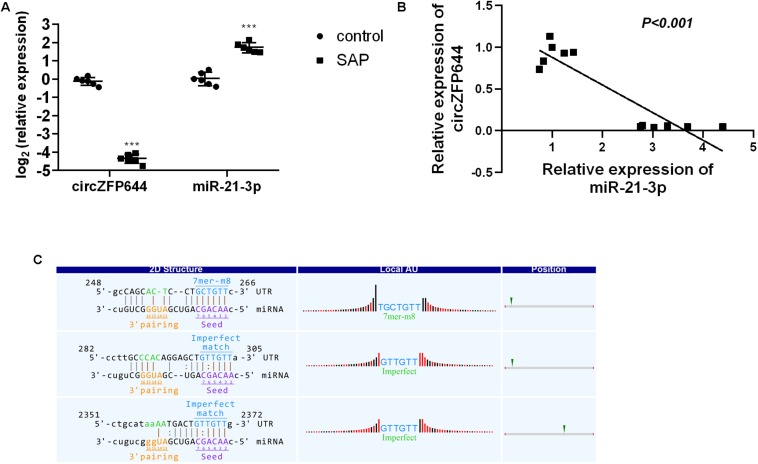
Interaction between pancreatic CircZFP644 and miR-21-3p in SAP. **(A)** The relative expression levels of CircZFP644 and miR-21-3p between control and SAP groups by qRT-PCR. The data are expressed as the mean ± SD. **(B)** The tendency for negative correlation between CircZFP644 and miR-21-3p. **(C)** The interaction between CircZFP644 and miR-21-3p was predicted by TargetScan and miRanda. The “2D Structure” column shows the binding sequence of CircZFP644 and miR-21-3p as a perfect match seed type (7-mer-m8) with two imperfect match sites. The “Local AU” column displays 30 nucleotides in the upstream and downstream of the seed sequence. The “Position” column indicates the probable position of the miR-21-3p response element on the linear presentation of CircZFP644.

Based on the above findings, we propose a schematic model for the potential role of CircZFP644 in the pathogenesis of SAP (Figure 9). CircZFP644 could regulate the expression of multiple miRNAs such as miR-301a-5p, miR-301b-5p, miR-6929-3p, miR-6981-5p, and miR-21-3p, and involve itself in the necrotic process of SAP. Notably, CircZFP644 could sponge miR-21-3p and modulate its target genes, ultimately resulting in necrotic pancreatitis.

**FIGURE 9:**
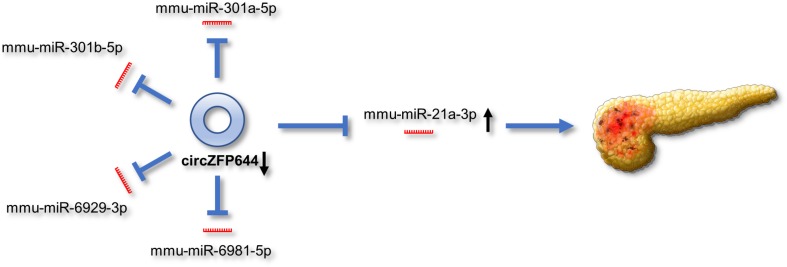
Schematic view of the potential role of CircZFP644 in the pathogenesis of SAP. CircZFP644 could function as miRNA sponges to regulate multiple miRNAs such as miR-301a-5p, miR-301b-5p, miR-6929-3p, miR-6981-5p, and miR-21-3p. Notably, CircZFP644 could sponge miR-21-3p and modulate its target genes, ultimately resulting in the necrotic pancreatitis.

## Discussion

To date, no effective therapeutic options are available for the clinical treatment of SAP. Therefore, it is crucial to investigate the underlying mechanisms of SAP for the development of effective therapeutics. In the present study, we identified 56 circRNAs with significantly differential expression and confirmed that six circRNAs exhibited significant downregulation in the pancreatic tissues of SAP mice. Importantly, we found a tendency of negative correlation and a perfectly matched binding sequence between CircZFP644 and miR-21-3p, suggesting that CircZFP644 may play a significant role in the pathogenesis of SAP by sponging miR-21-3p. These findings may offer a novel insight into new therapeutic targets for SAP.

Numerous studies have explored the molecular mechanisms underlying SAP, and accumulating evidence indicates that non-coding RNAs (ncRNAs), especially miRNAs, significantly regulate the function of pancreatic acinar cells to exert an influence on the process of SAP. For example, the expression of miR-216a in pancreatic tissue is relatively specific in that its concentration is significantly higher in the pancreas than in other tissues (Kong et al., 2010). Elevated miR-216a during AP activates the PI3K/AKT signaling pathway and aggravates pancreatic tissue damage and systemic inflammation via inhibiting the expression of target genes phosphatase tensin homolog (PTEN) and mothers against decapentaplegic homolog 7 (Smad7) (Zhang et al., 2015). Overexpression of miR-352 causes dysfunction of the autophagic lysosomes in acinar cells and reduces the scavenging efficiency of trypsinogen and trypsin, which leads to premature of trypsinogen and occurrence of AP (Song et al., 2018). Interestingly, when miR-141 was transfected into AP mice, the hyperactive autophagy in acinar cells was suppressed, and the damage in pancreatic tissue was ameliorated (Zhu et al., 2016). Taken together, these findings show the important role of miRNA in SAP pathogenesis and the potential for treatment of SAP by targeting miRNAs. However, the potential function of circRNAs, a novel type of non-coding RNA, in the pathophysiological process of SAP has not been reported.

CircRNAs are widely considered to act as vital regulators under multiple physiological and pathological conditions. Studies have shown that circRNAs are abundantly expressed in pancreatic tissues and are related to the development and progression of pancreatic diseases (Xu et al., 2015; Zhang et al., 2019). Stoll et al. (2018) reported that circHIPK3 and ciRS-7/CDR1as impaired insulin secretion by regulating the expression of key β-cell genes in diabetic conditions. Despite the advancements, the role of circRNAs in SAP pathogenesis remains unclear. In this study, we identified 56 differentially expressed circRNAs in the necrotic pancreatic tissue of SAP mice compared with the normal control tissue, including 2 upregulated circRNAs and 54 downregulated circRNAs. Using qRT-PCR, we confirmed six downregulated circRNAs, which were consistent with the RNA-seq results. To the best of our knowledge, this is the first report that has described the circRNA expression profiles in SAP. These dysregulated circRNAs from our study may provide novel insights regarding the role of circRNAs in the development and progression of SAP.

GO and KEGG analyses were constructed to define the function of the dysregulated circRNAs in SAP pathogenesis. According to our results, we found that these dysregulated circRNAs were enriched in several pathways, including the transforming growth factor beta receptor signaling pathway, bone morphogenetic protein (BMP) signaling pathway, MAPK signaling pathway, and apoptosis. Among them, TGF−β signaling has also been widely studied, and plays multiple roles in the regulation of apoptosis, inflammation, pancreatic regeneration, and repair in response to SAP (Gittes, 2016; Zhou et al., 2019). It was reported that the BMP signaling pathway was upregulated in the pancreases of AP mice and promotes the development of AP (Cao et al., 2013). Furthermore, as is well known, MAPK is one of the primary signaling pathways that triggers pro-inflammatory cytokines and oxidative stress and amplifies the inflammatory cascade in the progression of SAP (Pereda et al., 2006). These reports support the hypothesis that dysregulated circRNAs play important roles in the pathogenesis of SAP.

As is known, circRNAs can act as miRNA sponges to regulate the levels of miRNAs and inhibit their target genes through the ceRNA network. In our study, an interaction network between 18 circRNAs and miRNA was constructed in SAP, and it offered a large amount of important information that was used to research circRNAs and their regulated miRNAs. Among the ceRNA network, we mainly focused on CircZFP644 and its targeted miR-21-3p. The miR-21 family is known to be overexpressed in human specimens and experimental models in SAP, and plays an important role in the development and progression of the disease. It has been reported that miR-21-3p is overexpressed in the pathological state of acinar cells that have been overdosed with caerulein or sodium taurocholate rather than caerulein in physiological doses (Dixit et al., 2016). Additionally, the overexpression of miR-21-3p in acinar cells inhibited apoptosis (Wang et al., 2018), which nullifies the protective effects of apoptosis for preventing leakage of necrotic substances and limiting inflammation (Najenson et al., 2018), and also promotes necroptosis of pancreatic acinar cells (Ma et al., 2015), thereby aggravating the injury of pancreatic tissues. Additionally, it was confirmed by several studies that deficiency of miR-21 in mice contributed to amelioration of pancreatic injury during AP (Ma et al., 2015; Li et al., 2018). However, the upstream regulatory factors of miR-21 involved in SAP are not known yet.

In the present study, we discovered that there was a tendency for negative correlation and 3 binding sites between CircZFP644 and miR-21-3p. This suggests that the downregulated CircZFP644 may sponge miR-21-3p in SAP. Overall, our study demonstrates the potential role of CircZFP644 to modulate miR-21-3p-mediated regulation and thus SAP pathophysiology. Further study should be carried out to investigate the precise mechanism and specific function of CircZFP664 in SAP.

There are some limitations in our study. Due to the well-established SAP model, our results should be considered as an experimental study, and the results should be investigated in SAP patients. Additionally, our study mainly characterized one circRNA, CircZFP664, and predicted its role in the pathophysiology of SAP. Further studies should be carried out to investigate the precise mechanism of CircZFP664 in SAP. Additionally, we will explore the role of other circRNAs found in our study with *in vivo* and *in vitro* experiments.

## Conclusion

Our study reveals for the first time the circRNA expression profiles of pancreatic tissues and characterized a differentially expressed circRNA derived from the ZFP664 gene in SAP (Figure 9). We found that the CircZFP664 gene may be involved in the pathogenesis of SAP by sponging miR-21-3p. Our findings provide novel insights into understanding the development and progression of SAP, and delineate potential therapeutic targets of clinical interest.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus: GSE139173.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee at the General Hospital of Western Theater Command.

## Author Contributions

HS, YY, and JR conceived and designed the study. QH, JW, XY, WJ, and YW performed experiments and analyzed data. YY and JR wrote the main manuscript text and prepared all of the tables and figures. LT and HS critically reviewed and proofread the manuscript. All authors reviewed the manuscript before submission and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AshburnerM.BallC. A.BlakeJ. A.BotsteinD.ButlerH.CherryJ. M. (2000). Gene ontology: tool for the unification of biology. The gene ontology consortium. *Nat. Genet.* 25 25–29. 10.1038/75556 10802651PMC3037419

[B2] BeermannJ.PiccoliM. T.ViereckJ.ThumT. (2016). Non-coding RNAs in development and disease: background, mechanisms, and therapeutic approaches. *Physiol. Rev.* 96 1297–1325. 10.1152/physrev.00041.2015 27535639

[B3] BetelD.WilsonM.GabowA.MarksD. S.SanderC. (2008). The microRNA.org resource: targets and expression. *Nucleic Acids Res.* 36 D149–D153. 10.1093/nar/gkm995 18158296PMC2238905

[B4] CaoY.YangW.TylerM. A.GaoX.DuanC.KimS. O. (2013). Noggin attenuates cerulein-induced acute pancreatitis and impaired autophagy. *Pancreas* 42 301–307. 10.1097/MPA.0b013e31825b9f2c 22850625PMC3894737

[B5] ChenS.ZhaoY. (2018). Circular RNAs: characteristics, function, and role in human cancer. *Histol. Histopathol.* 33 887–893. 10.14670/hh-11-969 29393503

[B6] DixitA. K.SarverA. E.YuanZ.GeorgeJ.BarlassU.CheemaH. (2016). Comprehensive analysis of microRNA signature of mouse pancreatic acini: overexpression of miR-21-3p in acute pancreatitis. *Am. J. Physiol. Gastrointest. Liver Physiol.* 311 G974–G980. 10.1152/ajpgi.00191.2016 27686613PMC5130546

[B7] EwingB.HillierL.WendlM. C.GreenP. (1998). Base-calling of automated sequencer traces using phred. I. Accuracy assessment. *Genome Res.* 8 175–185. 10.1101/gr.8.3.175 9521921

[B8] ForsmarkC. E.Swaroop VegeS.WilcoxC. M. (2016). Acute pancreatitis. *N. Engl. J. Med.* 375 1972–1981. 10.1056/NEJMra1505202 27959604PMC13220086

[B9] GaoY.WangJ.ZhaoF. (2015). CIRI: an efficient and unbiased algorithm for de novo circular RNA identification. *Genome Biol.* 16:4. 10.1186/s13059-014-0571-3 25583365PMC4316645

[B10] GittesG. K. (2016). Multiple roles for TGFbeta receptor type II in regulating the pancreatic response in acute pancreatitis. *J. Pathol.* 238 603–605. 10.1002/path.4676 26608971

[B11] HanB.ChaoJ.YaoH. (2018). Circular RNA and its mechanisms in disease: from the bench to the clinic. *Pharmacol. Ther.* 187 31–44. 10.1016/j.pharmthera.2018.01.010 29406246

[B12] KanehisaM.FurumichiM.TanabeM.SatoY.MorishimaK. (2017). KEGG: new perspectives on genomes, pathways, diseases and drugs. *Nucleic Acids Res.* 45 D353–D361. 10.1093/nar/gkw1092 27899662PMC5210567

[B13] KechinA.BoyarskikhU.KelA.FilipenkoM. (2017). cutPrimers: a new tool for accurate cutting of primers from reads of targeted next generation sequencing. *J. Comput. Biol.* 24 1138–1143. 10.1089/cmb.2017.0096 28715235

[B14] KongX. Y.DuY. Q.LiL.LiuJ. Q.WangG. K.ZhuJ. Q. (2010). Plasma miR-216a as a potential marker of pancreatic injury in a rat model of acute pancreatitis. *World J. Gastroenterol.* 16 4599–4604. 2085753310.3748/wjg.v16.i36.4599PMC2945494

[B15] LiX.LinZ.WangL.LiuQ.CaoZ.HuangZ. (2018a). RNA-Seq analyses of the role of miR-21 in acute pancreatitis. *Cell Physiol. Biochem.* 51 2198–2211. 10.1159/000495866 30537729

[B16] LiX.YangL.ChenL. L. (2018b). The biogenesis, functions, and challenges of circular RNAs. *Mol. Cell* 71 428–442. 10.1016/j.molcel.2018.06.034 30057200

[B17] LiuR. H.WenY.SunH. Y.LiuC. Y.ZhangY. F.YangY. (2018). Abdominal paracentesis drainage ameliorates severe acute pancreatitis in rats by regulating the polarization of peritoneal macrophages. *World J. Gastroenterol.* 24 5131–5143. 10.3748/wjg.v24.i45.5131 30568390PMC6288649

[B18] MaX.ConklinD. J.LiF.DaiZ.HuaX.LiY. (2015). The oncogenic microRNA miR-21 promotes regulated necrosis in mice. *Nat. Commun.* 6:7151. 10.1038/ncomms8151 25990308PMC4440243

[B19] NajensonA. C.CourregesA. P.PerazzoJ. C.RubioM. F.VattaM. S.BianciottiL. G. (2018). Atrial natriuretic peptide reduces inflammation and enhances apoptosis in rat acute pancreatitis. *Acta Physiol.* 222:e12992. 10.1111/apha.12992 29117461

[B20] PeeryA. F.CrockettS. D.MurphyC. C.LundJ. L.DellonE. S.WilliamsJ. L. (2019). Burden and cost of gastrointestinal, liver, and pancreatic diseases in the united states: update 2018. *Gastroenterology* 156 254–272.e11. 10.1053/j.gastro.2018.08.063 30315778PMC6689327

[B21] PeredaJ.SabaterL.AparisiL.EscobarJ.SandovalJ.VinaJ. (2006). Interaction between cytokines and oxidative stress in acute pancreatitis. *Curr. Med. Chem.* 13 2775–2787. 10.2174/092986706778522011 17073628

[B22] SchmidtJ.RattnerD. W.LewandrowskiK.ComptonC. C.MandavilliU.KnoefelW. T. (1992). A better model of acute pancreatitis for evaluating therapy. *Ann. Surg.* 215 44–56. 10.1097/00000658-199201000-00007 1731649PMC1242369

[B23] SongZ.HuangY.LiuC.LuM.LiZ.SunB. (2018). miR-352 participates in the regulation of trypsinogen activation in pancreatic acinar cells by influencing the function of autophagic lysosomes. *Oncotarget* 9 10868–10879. 10.18632/oncotarget.24220 29541382PMC5834275

[B24] StollL.SobelJ.Rodriguez-TrejoA.GuayC.LeeK.VenoM. T. (2018). Circular RNAs as novel regulators of beta-cell functions in normal and disease conditions. *Mol. Metab.* 9 69–83. 10.1016/j.molmet.2018.01.010 29396373PMC5870096

[B25] WangT.JiangL.WeiX.LiuB.ZhaoJ.XieP. (2018). MiR-21-3p aggravates injury in rats with acute hemorrhagic necrotizing pancreatitis by activating TRP signaling pathway. *Biomed. Pharmacother.* 107 1744–1753. 10.1016/j.biopha.2018.08.164 30257393

[B26] XiangH.TaoX. F.XiaS. L.QuJ. L.SongH. Y.LiuJ. J. (2017). Targeting MicroRNA Function in acute pancreatitis. *Front. Physiol.* 8:726. 10.3389/fphys.2017.00726 28983256PMC5613139

[B27] XuH.GuoS.LiW.YuP. (2015). The circular RNA Cdr1as, via miR-7 and its targets, regulates insulin transcription and secretion in islet cells. *Sci. Rep.* 5:12453. 10.1038/srep12453 26211738PMC4515639

[B28] XuT.WuJ.HanP.ZhaoZ.SongX. (2017). Circular RNA expression profiles and features in human tissues: a study using RNA-seq data. *BMC Genom.* 18 (Suppl. 6):680. 10.1186/s12864-017-4029-3 28984197PMC5629547

[B29] YangY.HuangQ.LuoC.WenY.LiuR.SunH. (2019). MicroRNAs in acute pancreatitis: from pathogenesis to novel diagnosis and therapy. *J. Cell Physiol.* 235 1948–1961. 10.1002/jcp.29212 31552677

[B30] ZhangF.ZhangR. Y.ZhangX. Y.WuY. N.LiX. Y.ZhangS. (2018). Comprehensive analysis of circRNA expression pattern and circRNA-miRNA-mRNA network in the pathogenesis of atnerosclerosis in rabbits. *Aging US* 10 2266–2283. 10.18632/aging.101541 30187887PMC6188486

[B31] ZhangJ.NingX.CuiW.BiM.ZhangD.ZhangJ. (2015). Transforming growth factor (TGF)-beta-induced microRNA-216a promotes acute pancreatitis via Akt and TGF-beta pathway in mice. *Dig. Dis. Sci.* 60 127–135. 10.1007/s10620-014-3261-9 25501921

[B32] ZhangQ.WangJ. Y.ZhouS. Y.YangS. J.ZhongS. L. (2019). Circular RNA expression in pancreatic ductal adenocarcinoma. *Oncol. Lett.* 18 2923–2930. 10.3892/ol.2019.10624 31452773PMC6676441

[B33] ZhongY. X.DuY. J.YangX.MoY. Z.FanC. M.XiongF. (2018). Circular RNAs function as ceRNAs to regulate and control human cancer progression. *Mol. Cancer* 17:79. 10.1186/s12943-018-0827-8 29626935PMC5889847

[B34] ZhouQ.XiaS.GuoF.HuF.WangZ.NiY. (2019). Transforming growth factor-beta in pancreatic diseases: mechanisms and therapeutic potential. *Pharmacol. Res.* 142 58–69. 10.1016/j.phrs.2019.01.038 30682425

[B35] ZhuH.HuangL.ZhuS.LiX.LiZ.YuC. (2016). Regulation of autophagy by systemic admission of microRNA-141 to target HMGB1 in l-arginine-induced acute pancreatitis in vivo. *Pancreatology* 16 337–346. 10.1016/j.pan.2016.03.004 27017485

# Supplementary material for: CircRNA Expression Profiles and the Potential Role of CircZFP644 in Mice With Severe Acute Pancreatitis via Sponging miR-21-3p
**Source:** Front Genet. 2020 Mar 12;11:206. doi: 10.3389/fgene.2020.00206
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Table 1.** The circular RNAs with differentially expression in pancreatic tissue of SAP mice compared with control.

How the deposited data were processed for this re-analysis (not part of the article)

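Back-spliced junction reads were counted in pancreatic tissue of 3 control mice and 3 SAP mice, the latter 24 h after retrograde infusion of 4% sodium taurocholate. By the paper's methods, total RNA was enriched for circRNAs, libraries were sequenced as paired ends, reads were trimmed with Cutadapt and aligned with BWA-MEM, and circRNAs were called and annotated with CIRI. The versions of these tools are not given in the methods, and the processing notes of the samples name CASAVA 1.8, BWA and mm10. The authors' table lists 6504 circRNAs with at least 1 junction read in any library. As deposited by the authors, the counts are raw back-spliced junction reads per circRNA and library, with no normalization. Beside the counts stand normalized values, which equal the log2 of the reads times 1 factor per library, with 0.1 reads in place of 0. Predicted length, genomic category, host gene and known circRNA identifier are the authors'.

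The raw junction reads were used for every test but the study's own 2-group test, which was run on the normalized values. A circRNA counted as detected at 1 read. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), 2-sided, on the 139 circRNAs with at least 10 reads over the 6 libraries, with the total of junction reads as library size and Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and, as in the study, at an unadjusted p under 0.05 with a fold change of at least 2. The common dispersion of the tested circRNAs was 1.68. The standard errors given with edgeR's log2 fold changes were not estimated directly. Each is the absolute log2 fold change over the square root of the F statistic. For a group with no read the fold change depends on the prior count, so they give no interval there. Shares and ratios of counts carry exact Clopper-Pearson intervals at 95%, which cover counting error only, since reads without molecular identifiers are not independent molecules. A fold against a group with no read was computed against a floor of 3 reads over the group. The reads of the other group were taken as exact, so these bounds cover neither their counting error nor the spread between mice. Values per library were compared by exact permutation, for which 0.1 is the smallest p with 3 mice against 3. The depth of 636 to 4902 junction reads per library limits the precision of every value for a single circRNA. The fit was tested on simulated counts with 40 changed among 139 circRNAs in 20 draws, with 1 common dispersion for every circRNA.

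Host genes were grouped in 13 lists written before the data were examined, with the paper's Table S1 already read. These were digestive enzymes and zymogen granule proteins, acinar identity, the Reg family and injury response, islet, ductal and mucin genes, leukocytes, stellate cells and matrix, endothelium, neighbouring tissues, TGF-beta and BMP signaling, protein kinases named or implied by the study, widely expressed circRNA hosts, and ribosomal, mitochondrial and pseudoautosomal repeats. The trypsinogen cluster of chromosome 6 and clusters of near-identical junctions (starts and ends within 50 nt) were added by position, also before the data were examined. Lists with at least 3 tested circRNAs were tested with fry and camera (limma 3.58.1), and shares of junction reads by exact permutation, with adjustment over the lists; the adjusted p of the read shares was 1 for every list. Named circRNAs were the 6 chosen for qRT-PCR, those Table S1 gives as higher and the 6 with its largest decreases, the largest changes at an adjusted p under 0.05, up to 4 tested circRNAs with the most reads per list, the 5 with the most reads over all libraries, and those of Zfp644. CircRNAs were matched by chromosome, start, end and strand.

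Alternatives covered scaling (TMM factors, DESeq2 size factors, none, and the authors' factors), the minimum of reads, summing near-identical junctions or all junctions of a host gene, DESeq2 1.42.0, limma with pseudocounts of 0.5, 1 and 2 reads, leaving out each mouse, the replicate number as a block, and libraries thinned to the smallest total in 100 draws. The study's own 2-group test on the normalized values, the correlation of libraries without control 1 and fits without control 1 at other minimums were added after the data were seen. Exon ends and the sequence of CircZFP644 came from GENCODE M21. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9. The qRT-PCR, histology, serum and miRNA measurements were not analysed here.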

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

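The tests of another tissue and of the control 1 column behind Table S1 were chosen after the results were seen, and the other tests below were set before.

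A circRNA junction with the host gene Smurf2 (chromosome 11, 106920286 to 106920728) is not listed in Table S1. It had no read in control mice and 0, 8 and 4 reads in SAP mice, with a fitted log2 fold change of 4.86. With a floor of 3 reads over the control group it was at least 3.89-fold higher (1.72 without control 2, and 2.09 without SAP 2, which held 8 of the 12 reads). These bounds take the SAP reads as exact and do not cover the spread between mice. The junction had 1 end in Smurf2 and the other in the annotated gene Gm27322, and they were not both annotated exon ends. It was flagged as the only circRNA higher in SAP at the study's thresholds in edgeR. A near-identical junction 4 nt away, with ends in the same genes, had 5 control and 18 SAP reads and did not pass these thresholds. Without control 1 the first junction had an unadjusted p = 0.0666 in edgeR, and 0 circRNAs were higher at these thresholds with TMM factors, DESeq2 or limma.

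SAP and control mice shared 353 of 6504 circRNAs. Libraries of 1 group did not share more with one another than with the other group (mean Jaccard index within minus between groups -0.309, highest of the other splits 0.287; -0.372 without control 1), which is in line with sampling of rare junctions at low depth. A loss or gain of circRNAs in SAP stays open for part of them. Of 283 circRNAs seen in exactly 2 of the 5 libraries other than control 1, 96 fell in pairs of 1 group against 104 expected from the reads, a ratio of 0.919 with an interval of 0.745 to 1.12 that allows a modest excess. This ratio joins unlike parts, with 52 in control 2 and control 3, 12, 8 and 24 in the pairs of SAP mice, and 25 to 37 in pairs across groups. Both may hold together, and the depth does not tell them apart.

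Control 1 shares few circRNAs with the other mice. By reads its low depth does not account for this, since 11.9% of its reads were on circRNAs seen in another library. In the other libraries thinned to 636 reads this was 17.5% to 37.4%. By number, 14.9% of its circRNAs were seen in another library, within the 13.8% to 19.1% of the others. That share was not compared at equal depth. Another tissue alone is argued against by its 17.0% of reads on digestive enzyme host genes (interval 14.1 to 20.1), against 11.7% to 15.4% in the others. That share cannot tell pancreas from a mixture with another tissue. On 2 other lists control 1 was below every other library. It had 3.30% on ductal and mucin genes (8.33% in SAP 3, the next lowest) and 0.314% on widely expressed hosts (1.62% in SAP 2, the next lowest). Control 1 also had 13.8% of its reads on junctions with both ends at annotated exon ends, against 29.1% to 40.2% in the others. Known circRNAs held 8.8% of its reads, against 16.7% to 24.7%. The shares on these 2 lists, at exon ends and on known circRNAs were not among the tests set before. Their cause was not tested. The Table S1 fold changes may rest on another control 1 column than the deposited one. With 1 scaling factor of 1.66, in place of 5.20, all 56 implied read numbers of control 1 were whole within 0.01 reads, a tolerance set after a first run, and all 56 p-values of the study's own 2-group test were recovered within 1%, against 1 of 56 with the deposited column. Whole numbers alone separate little, since control 2 and control 3 in its place gave 50 and 54, so the p-values weigh more. Which column belongs to this mouse stays open, and no biological explanation other than another tissue was tested.

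Junctions of digestive enzyme and trypsinogen genes often have their ends in different genes, as from Cela3a to Cela3b or Amy2b to Amy2a5. This held for 19.2% of their junction reads against 0.705% of all others, and was higher in each of the 6 libraries (7.19% to 26.6% against 0 to 1.39%). Reads shared between these paralogs are a candidate explanation. Circular transcripts that join neighbouring genes stay open too: 27 of 88 joined junctions had both ends at annotated exon ends, against 13 of 963 within 1 gene, a difference of 29.3 percentage points (interval 19.7 to 39.0) that neither prediction covered. Between SAP and control, the junction from Amy2b to Amy2a5 had a log2 fold change of 1.25 and the most abundant one from Cela3a to Cela3b -0.30 (adjusted p = 0.993 each from edgeR).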

How the results depend on the processing

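The study's own 2-group test on the deposited values, the correlation without control 1, the fits and counts without control 1 other than leaving out that mouse, and the enrichment among Table S1 hosts were chosen after the result was seen.

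Candidates fell to 2209 at a minimum of 3 reads and 756 at 5. CircRNAs in SAP alone, control alone and both were 1792, 1618 and 353 at a minimum of 2 reads, 1003, 895 and 311 at 3, 280, 243 and 233 at 5, and 1275, 1019 and 100.1 in libraries thinned to 636 reads. Thinned without control 1, control alone had 1980.3. Leaving out 1 mouse gave 1882 (without SAP 3) to 3244 in SAP alone, 1391 (without control 2) to 3114 in control alone, and 230 (without control 2) to 348 in both. Fewer reads show fewer rare junctions by construction. The share under 1500 nt rose to 75.5% at a minimum of 10 reads and 71.6% by reads. The correlation within minus between groups turned positive by rank correlation (0.0185), at a minimum of 20 reads (0.122) and without control 1 (0.0428), and the cause was not tested.

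At an adjusted p under 0.05 edgeR called 0 (17 at an unadjusted p under 0.05), and 2 at a minimum of 20 reads, 3 per host gene (Itgb7, Pdcd6ip and Sh3rf1, all with reads in control 1 alone), 2 without control 1, and 2 without control 1 at a minimum of 5. Leaving out each mouse gave 0 to 2, and the other 14 alternatives, with DESeq2 and limma among them, gave 0. The host sums of Itgb7, Pdcd6ip and Sh3rf1 each add near-identical junctions with the same counts in every library. The smallest adjusted p was 0.117, and it ranged from 0.00155 to 0.997 over the alternatives.

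At the study's thresholds edgeR called 17, and 2 with TMM factors, 6 with DESeq2 size factors, 2 without scaling, 3 with no minimum, 3 at 5 reads, 3 at 20 reads, 5 with reads in at least 3 libraries, and 2 with the replicate number as a block. DESeq2 called 2 and limma 2, 1 and 2 with pseudocounts of 1, 0.5 and 2 reads. The study's own test called 54, with control 1 or without. Leaving out 1 mouse gave 5 (without SAP 2) to 16, with 9 without control 1, 11 without control 2 or control 3, and 6 without SAP 3. Counts with a fold above 10 were the same except 2 at 20 reads, 3 with reads in at least 3 libraries, 0 for each limma fit, and 20 for the study's own test (36 without control 1), and leaving out 1 mouse gave 5 to 16. The cause was not tested. With replicate numbers as a block edgeR called 0 at an adjusted p under 0.05. The numbers do not pair the mice: deviations of control and SAP mice of the same number had correlations of -0.0664, -0.0375 and -0.147.

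The mean log2 fold change of digestive enzyme circRNAs, -0.37, turned positive with TMM factors (0.080), DESeq2 size factors (0.15) and limma (0.050, 0.040 and 0.045 with pseudocounts of 1, 0.5 and 2 reads), and ranged from -0.98 to 0.24 when 1 mouse was left out (0.099 without control 2, 0.24 without control 3). Of the 6 circRNAs chosen for qRT-PCR, most alternatives tested 3 (CircAMY2a5, CircDTNB and CircSRPK2), with 6 tested without a minimum, 5 at 5 reads, 1 with reads in at least 3 libraries and 0 at 20 reads. Where tested, none passed an adjusted p under 0.05 and the fitted changes were negative. With 0 calls no host gene list could be enriched, none was at the study's thresholds, per gene or per circRNA, and 5 were among the 54 of Table S1, which had been read when the lists were written. Scaling moved the median log2 fold change from -0.20 to 0.17 (TMM), 0.27 (DESeq2), -0.30 (none) and -0.28 (authors' factors).

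The 10 splits of the 6 libraries are too few for a share under 0.05. At the study's thresholds edgeR called 17 in the real split and at most 23 in another, and 6 of the 10 splits called at least 17. Of the 17, 8 had every read in control 1, among them pairs of near-identical junctions with the same counts. Calls of this kind set 1 library against the rest and can recur in any split, so this comparison says little about the grouping. At an adjusted p under 0.05 it called 0 in all 10. The study's own test called 54 in the real split, the only 1 of the 10 to reach this, and at most 50 in another. In the real split 53 of the 54 were lower in SAP, and in the others at most 37 went in 1 direction. This may be partly built in, since a 0 in control 1 was scaled by 5.20, against at most 1.99 elsewhere. With control 2 and SAP 1 beside control 1, 36 of 40 calls were higher in that group. With SAP 1 and SAP 3 beside it, 20 of 28 were lower. Without control 1 the real grouping gave 1 higher and 53 lower in SAP, and other splits of those 5 libraries were not run. Depth and the spread between mice limit each value. In simulated counts with this depth and dispersion (1.68) 0% of circRNAs lowered 40-fold passed an adjusted p under 0.05. At the same depth with a dispersion of 0.2 it was 27.8%, and at 100 times the depth with a dispersion of 0.1 100%. The 1.68 was 1 common value estimated with control 1 included. Without control 1, which the simulation does not cover, 2 circRNAs passed in the data.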

Differences from the paper's values

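The study's own 2-group test on the deposited values was chosen after the values were seen, and the other alternatives below were set before the data were examined.

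The paper reports 56 circRNAs changed in SAP at an unadjusted p under 0.05 and a fold change of at least 2. EdgeR on the deposited junction reads called 17 at the same thresholds, among the 139 circRNAs with at least 10 reads. With no minimum, over 6504 circRNAs, it called 3. No alternative set before the data were examined came within 1.5 times of the paper's value (1 to 24 circRNAs). The paper's count of lowered circRNAs is 54, against 16 here, and no such alternative reached it (1 to 17). The paper's count of higher circRNAs is 2, against 1 here. It was 2 among circRNAs with reads in at least 3 libraries, and 3 without SAP 2 and without SAP 3, while the other alternatives gave 0, 1, 4 or 6 to 8. The paper's count with a fold change above 10 is 42, against 17 here, and the alternatives gave 0 to 24. With implied control 1 reads all 56 p-values of Table S1 were recovered within 1%, and with the deposited reads 1 was. The counts here may thus differ from the paper's in the control 1 reads as well as in the test.

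The study's own test on the deposited normalized values, chosen after seeing the values, called 54 (1 higher and 53 lower, 20 with a fold above 10) and dropped 11 of the paper's 56. Without control 1 it called 54, 36 of them with a fold above 10, and also dropped 11. Of the 56, only 17 reached the minimum of 10 reads and were tested in edgeR. Of these, 7 passed the study's thresholds, and 9 without control 1. The rest of the 56 could not pass there.

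The methods give the identifier of another circRNA for CircZFP644. In the authors' table and in Table S1 that identifier belongs to the Bfar circRNA with 0, 4 and 7 control reads, and CircZFP644 carries the identifier that the results section uses.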

Other observations

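The Reg family paragraph reports a list fixed before the data were examined and picked out after its values were seen, and the implied control 1 reads were a test chosen after the result was seen.

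CircRNAs of the regenerating (Reg) family and of injury response genes, which encode secreted proteins and stress factors of the damaged pancreas, took 0.691 ± 0.479% of junction reads in SAP mice and 0.0783 ± 0.0724% in control mice (SD, n = 3 each). Each SAP mouse (0.489%, 0.347% and 1.24%) was above each control mouse (0, 0.143% and 0.0921%), which is the smallest exact permutation p that 3 against 3 allow (p = 0.1, adjusted p = 1 over the lists) and which chance gives in 10% of such comparisons of a list. The 46 circRNAs had 10 control and 66 SAP reads. Reg1 had 6 control and 19 SAP reads (ratio of read shares 3.08, counting interval 1.18 to 9.41), Reg3b 2 and 18 (8.74, 2.09 to 77.7), Reg3g 0 and 9, Reg2 0 and 7, Nupr1 0 and 5, and Reg3a and Lcn2 0 and 4 each. Krt8, a keratin gene, had 2 control reads and none in SAP. None of these circRNAs reached 10 reads, and summed per host gene Reg3b had a log2 fold change of 2.98 (standard error 2.02, adjusted p = 0.563 from edgeR). SAP 3 held 16 of the 18 Reg3b reads in SAP and 14 of the 19 Reg1 reads. The paper does not report circRNAs of these genes.

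Genes of other cell types gave few circRNAs. Acinar identity and secretory pathway genes had 33 circRNAs (0.296% of reads in control and 0.369% in SAP, exact permutation test, p = 0.8; without control 1, which had none, 0.445% in control). Leukocyte genes had 8 circRNAs with 5 control and 9 SAP reads (0.125% and 0.0921%, with 0.0306% in control without control 1, exact permutation test, p = 0.9), stellate cell and matrix genes 6 with 5 and 3, endothelial genes 3 with 3 and 4, islet genes 2 with 1 read in each group, and genes of neighbouring fat, muscle and lymph node 0.

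The control 1 reads implied by Table S1 sum to 172 over its 56 circRNAs, against 3 in the deposited column. They were above 0 for 54 of the 56, and the deposited reads equalled them for 3. For CircZFP644 the implied number was 4, for CircAMY2a5 8, for CircDTNB 4, for CircCELA3b 3, and for CircARHGEF38 and CircSRPK2 1 each, where the deposited column has 0. With the deposited column 45 of the 56 still had a p under 0.05 in the study's own test and a fold change of at least 2.

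The circle of CircZFP644 holds the 7-base sequence TGCTGTT, the complement of the seed of miR-21-3p, once, at 259 to 265 from the start of exon 3, against 0.216 expected by chance in 3539 nt. The 6-base sequence GTTGTT, which pairs with part of the seed when a G-U pair is allowed, occurs 3 times, at 299, 2366 and 2369. The paper's Figure 8C places its predicted sites in these stretches.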
